A study of Mus musculus with 12 samples. Its data were reported in "Differential Programming of B Cells in AID Deficient Mice" (2013).

How the data were processed

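MethylCap-Seq libraries were made by the authors from sorted splenic GC B cells of Aicda-/- and Aicda+/+ mice, with 2 pools per genotype and 3 eluates per pool. The study describes the replicates as repeated on different days from separate pools of mice. Per the labels, reads were aligned with BWA to mm9 and counted with bedtools. Versions are not given in the sources used here, nor is the definition of a promoter. The names of the deposited tables speak of uniquely mapped reads with a mapping quality of 37. Each deposited table holds the raw count of reads per promoter interval, which was the unit used for every test. A column of mean signal (read coverage per base) was used only to check that a read spans 50 bases, and the remaining deposited signal columns were not used. All 12 tables list the same intervals in the same order. Of these, 786 overlap another interval, so some reads count in more than one.

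Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM scaling, filterByExpr with a minimum count of 10 and total of 15, quasi-likelihood F test, two-sided, Benjamini-Hochberg adjustment, threshold 0.05). Genotype was tested on the sum of the 3 eluates of each pool (4 pools) and within each eluate, and eluates were tested against each other averaged over genotypes, in one fit of 6 groups over 12 libraries without a block. The standard error is the log2 fold change divided by the root of F. Chromosomes were tested as sets with camera in limma 3.58.1 (preset correlation 0.01, and estimated correlation beside it, log2 CPM with a prior count of 2), adjusted over chromosomes. DESeq2 1.42.0 was an alternative, run over all promoters with its own filtering and, as a setting chosen after the data were seen, over the promoters of the edgeR fits. Shares, correlations and exact permutation tests were computed in Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3. To compare how evenly reads were spread, each library was thinned to 13407 reads, as the mean of 20 draws.

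The tests were run on simulated counts with 100 promoters changed 2-fold and 100 changed 4-fold. Means came from a single profile shared by all libraries, with the real library sizes and dispersions. Apart from the changed promoters, eluates thus differed in depth alone, so the values for eluates and interactions need not hold for the real eluates. In the medium eluate the genotype test recovered 29 and 77 of the changed promoters among 1495, in the high eluate 8 and 54, and in the low eluate 32 and 82. The interaction tests recovered 4 and 41 (medium against low) and 3 and 26 (high against low). The eluate tests recovered 41 and 89 (high against low), 37 and 90 (high against medium) and 59 and 95 (medium against low). The summed genotype test made 12 false calls among 2880 promoters, and the others 0 to 9 among 1495.

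The 2 pools of a genotype were compared over promoters with at least 20 reads in both together. The chi-square over its degrees of freedom was 1.15 for Aicda-/- and 1.20 for Aicda+/+ with summed eluates, and 1.03 to 1.30 for the groups of single eluates, so that counting noise made up most of the spread between replicates at this depth. All pools were kept as separate replicates. Libraries of one pool come from the same DNA, so eluates are paired within pools. The deviations of one eluate of a pool from its group correlated with those of another eluate at -0.06 to 0.01.

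The comparisons of promoters, their tests, the promoters to name and the alternative settings were set before the data were examined. Set tests were planned for genotype over summed eluates and for high against low only. Set tests of the other contrasts, exact permutation tests between eluates and Fisher's exact tests for whole chromosomes were not planned. For genotype, the rule named up to 10 promoters per direction with the largest change among those past the threshold with separated pools, and the 5 of smallest p where fewer than 5 passed. For high against low it named 10 per direction, and for the other eluate contrasts 3, among promoters past the threshold, changed alike in 4 pools and at or above the median log2 CPM. Because the tables do not pair intervals with genes, at most 2 of them per direction and comparison are printed. The gene annotation at hand is of another build and was not used. For the same reason the gene lists, the window around Aicda, named genes and CpG density were not analysed here, and chromosomes served as sets. Alternatives were RLE size factors, library totals alone, no filter, DESeq2, a replicate block, leaving out each pool, fits of one eluate alone and, for the sums, thinning to equal depth per eluate, voom with limma, and the edgeR exact test. Settings chosen after the data were seen were no overlapping intervals, no interval with the most reads, the sums of medium and low eluates, TMM from autosomes, chromosomes other than X, Y and 6 as sets and the fit without the high eluate of Aicda+/+ replicate 1. The comparison with matched autosomal promoters was added once the X-linked shift had been seen, before its own result was. Counts with no genotype difference were simulated in 20 draws, chosen after the data were seen, from one profile per eluate with the real library totals and edgeR dispersions.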

Results

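The methylation load of promoters was measured by MethylCap-Seq, in which DNA fragments carrying methylated CpG are caught by a methyl-binding domain on magnetic beads and then sequenced. The DNA came from germinal center (GC) B cells of Aicda-/- and Aicda+/+ mice, taken at 2 months of age on day 10 after immunization. Aicda encodes activation induced cytidine deaminase (AID), the enzyme that starts somatic hypermutation and class switch recombination. For each genotype there were 2 pools of mice, and the DNA bound from each pool was released in 3 eluates, named high, medium and low in the labels, which gave 12 libraries with 2 libraries in each of the 6 groups. In this kind of capture, DNA with denser methylation needs more salt to be released. The labels do not say whether high, medium and low stand for salt or for methylation, nor the salt concentrations, so the eluates are compared here by name only. Reads were counted in 14604 promoter intervals (genome build mm9, median length 830 bases) on 21 chromosomes. The libraries held 13407 to 60919 reads in promoters. The smallest was the high eluate of Aicda+/+ replicate 1 and the largest the low eluate of Aicda+/+ replicate 2. Over their 3 eluates, the Aicda-/- pools held 95303 and 92594 reads and the Aicda+/+ pools 102368 and 122709. The median promoter had 0 to 2 reads in a library, and 541 promoters had 0 reads in all 12. The low eluate supplied 27.1% and 42.9% of the reads of the Aicda-/- pools, and 50.3% and 49.6% of those of the Aicda+/+ pools. The tables name promoters by position only, without gene names, so promoters are given here by chromosome and position.

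The first question was whether promoters of GC B cells carried a different methylation load without AID. With the 3 eluates of each pool added up, 2 of 2880 promoters tested passed the threshold of an adjusted p of 0.05 (edgeR quasi-likelihood test, n = 2 pools per genotype), and both lay on chromosome 6, the chromosome that carries Aicda. The promoter at 116456265 to 116456712 was lower in Aicda-/- pools, with 4 and 0 reads against 21 and 22 in Aicda+/+ pools (log2 fold change -2.97, SE 0.63, edgeR adjusted p = 0.013). The promoter at 148303048 to 148303377 was higher, with 63 and 50 reads against 32 and 38 (log2 fold change 1.08, SE 0.23, edgeR adjusted p = 0.013). Of all tested promoters, 308 had an unadjusted p below 0.05, where 144 would be met by chance. With eluates thinned to equal depth, which also lowers the counts, 149 of 2203 tested were below 0.05 (edgeR). The unequal mix of eluates may thus hold part of this excess. Exchanging one pool of each genotype gave 0 promoters past the threshold in both mixed groupings, with 74 and 124 at an unadjusted p below 0.05 (edgeR). Any difference that follows genotype adds to the spread within mixed groups and lowers their counts. These counts are therefore no measure of what chance gives. The 2 called promoters made up 2 of the 157 tested on chromosome 6 and 0 of those tested elsewhere (Fisher's exact test, two-sided, p = 0.00295). The promoters of chromosome 6 did not move as a set (mean log2 fold change 0.02, camera adjusted p = 0.662). DESeq2 on the same 2880 promoters called 0 (29 at an unadjusted p below 0.05). The count was 28 without Aicda-/- replicate 2, all higher, 2 without Aicda-/- replicate 1, and 0 without either Aicda+/+ pool, and the first 2 of these counts each shared 1 promoter with the 2 called. Without Aicda-/- replicate 2 the lower promoter had a log2 fold change of -1.97 (edgeR adjusted p = 0.118), and without Aicda-/- replicate 1 its remaining Aicda-/- pool had 0 reads, which gives no fold change. Without Aicda-/- replicate 1 the higher promoter had 0.88 (edgeR adjusted p = 0.476). The higher promoter had few low eluate reads (2 and 3 against 3 and 5), and low eluates made up less of the Aicda-/- sums. With eluates thinned to equal depth it was not called (log2 fold change 0.71, edgeR adjusted p = 0.591), while the lower promoter was (-3.34, edgeR adjusted p = 0.0047). The count of promoters called rose to 77, of which 75 were higher in Aicda-/- and 29 of those X-linked, when only the medium and low eluates were added up, a setting chosen after the data were seen.

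**Figure D1:**
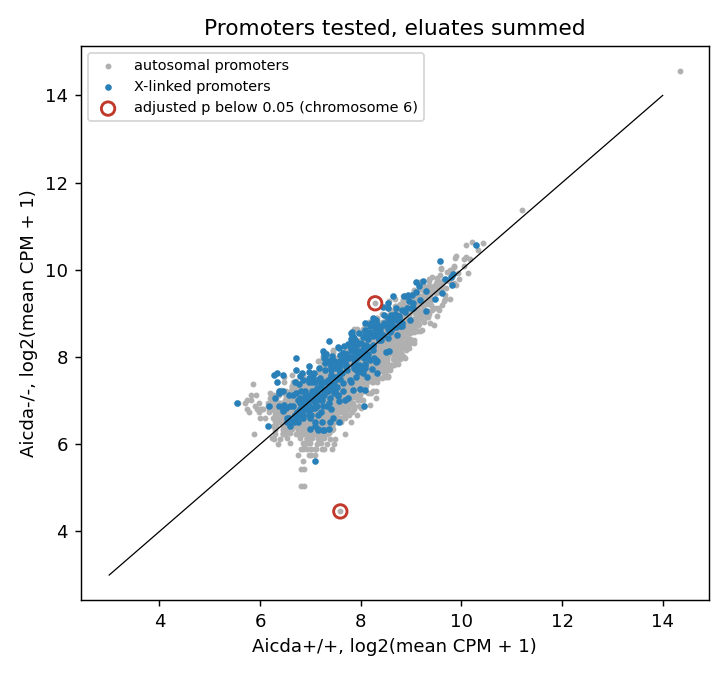
Each point is one of the 2880 promoters tested, with log2(mean CPM + 1) of the 2 Aicda+/+ pools on the x axis and of the 2 Aicda-/- pools on the y axis, eluates summed, and the line marks equal values. Blue points are X-linked, grey points autosomal, and the 2 red circles mark the promoters on chromosome 6 with 4 and 0 against 21 and 22 reads, and with 63 and 50 against 32 and 38 reads.

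X-linked promoters lay higher in Aicda-/- pools as a set, although none of the 372 tested passed the threshold on its own. Their median log2 fold change was 0.28, against -0.04 for autosomal promoters, and 290 of them were positive. Part of this came with the mix of eluates in the sums: counts simulated with no genotype difference within any eluate gave an X-linked median of 0.14 (0.09 to 0.18 in 20 draws). Adjusted over the list alone, 9 passed, and all 9 were higher. The set test called this shift (camera adjusted p = 3.0e-10), and the call was lost with an estimated correlation between promoters (adjusted p = 0.576 with an estimated correlation). The shift was not particular to chromosome X. For 240 X-linked promoters, the 5 closest autosomal promoters in mean CPM and in both eluate ratios had a median log2 fold change of 0.41 (95% bootstrap interval 0.35 to 0.43), beside 0.36 (0.30 to 0.42) for the X-linked ones. These intervals resample promoters and leave out the spread between pools. The examples with the smallest p, at 96132149 to 96133018 (log2 fold change 0.77, SE 0.18, edgeR adjusted p = 0.0589) and at 160513782 to 160514551 (0.89, SE 0.22, edgeR adjusted p = 0.0609), did not pass.

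Taken one eluate at a time, the medium eluate held most of the genotype calls. There, 21 of 1495 promoters passed, 19 higher and 2 lower in Aicda-/-, and 11 of the 19 were X-linked. Over all 21 calls in either direction, Fisher's exact test for chromosome X gave a two-sided p = 1.2e-04. That test takes promoters as independent. The largest change was at 165758013 to 165758652 on chromosome X, with 20 and 16 reads in Aicda-/- and 5 and 4 in Aicda+/+ libraries (log2 fold change 2.24, SE 0.50, edgeR adjusted p = 0.00555). The promoter at 94240339 to 94241118 on chromosome 3 was lower, with 5 and 3 against 19 and 16 reads (log2 fold change -1.82, SE 0.53, edgeR adjusted p = 0.047). The X-linked set was higher in the medium eluate (mean log2 fold change 0.39, camera adjusted p = 1.7e-13), which was lost with an estimated correlation (adjusted p = 0.271 with an estimated correlation). The count of 21 fell to 0 without Aicda-/- replicate 1, Aicda-/- replicate 2 or Aicda+/+ replicate 1, rose to 42 without Aicda+/+ replicate 2, and was 4, 3 of them higher, when libraries were scaled by their totals alone, which moved the median of all promoters from -0.04 to -0.17. It was 0 by edgeR without the low-count filter (388 of 14063 at an unadjusted p below 0.05) and 0 by DESeq2 on the same 1495 promoters (80).

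In the high eluate, 2 promoters passed. At 88407786 to 88408675 on chromosome 5, the Aicda-/- libraries held 8 and 9 reads and the Aicda+/+ libraries 0 and 0 (edgeR adjusted p = 0.0443). At 62523825 to 62524544 on chromosome 10, they held 6 and 1 reads against 17 and 13 (log2 fold change -2.26, SE 0.57, edgeR adjusted p = 0.0496). Neither call was made by DESeq2 on the same promoters (0 promoters, 51 at an unadjusted p below 0.05) or without the high eluate library of Aicda+/+ replicate 1 (0 promoters, 98 at an unadjusted p below 0.05). The count was 0 without Aicda-/- replicate 1, Aicda-/- replicate 2 or Aicda+/+ replicate 1, and 17, all lower, without Aicda+/+ replicate 2. As a set, X-linked promoters were lower in the high eluate of Aicda-/- libraries (mean log2 fold change -0.29, camera adjusted p = 2.0e-04; adjusted p = 0.524 with an estimated correlation). That call was lost without Aicda-/- replicate 2 (-0.11, adjusted p = 0.205), without Aicda+/+ replicate 1 (-0.15, adjusted p = 0.769) and without the high eluate library of the latter alone (-0.15, adjusted p = 0.541). In the low eluate, edgeR and DESeq2 called 0 of the same 1495 promoters, with 95 and 22 at an unadjusted p below 0.05. There the X-linked set was higher by 0.14 (camera adjusted p = 0.0428; adjusted p = 0.798 with an estimated correlation), a call lost without Aicda-/- replicate 1 (0.11, adjusted p = 0.302), Aicda-/- replicate 2 (0.14, adjusted p = 0.373) or Aicda+/+ replicate 1 (0.042, adjusted p = 0.895). Whether the genotype difference itself changed between eluates was tested with an interaction term: edgeR called 0 promoters for high against low (118 at an unadjusted p below 0.05) and 0 for medium against low (103), and DESeq2 on the same promoters called 0 for both (58 and 23). Without Aicda+/+ replicate 2 the first of these counts was 10, all lower.

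**Figure D2:**
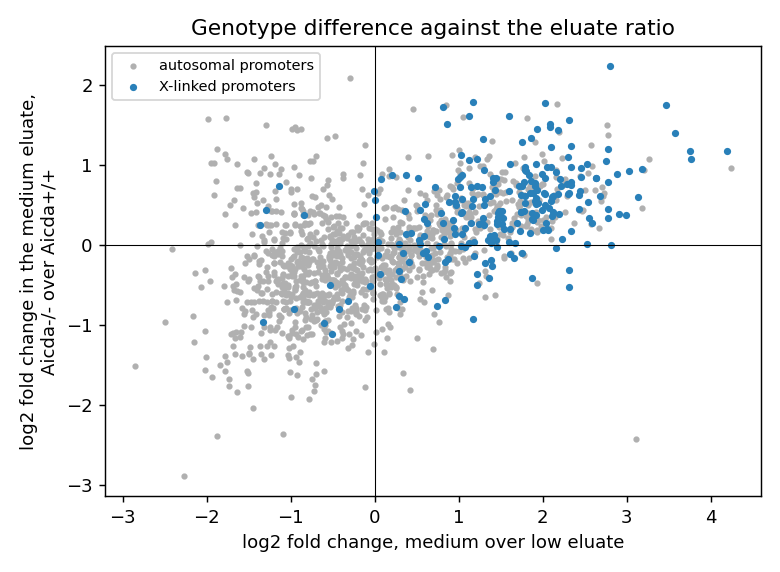
Each point is one of 1495 promoters, with the log2 fold change of the medium over the low eluate on the x axis and that of Aicda-/- over Aicda+/+ within the medium eluate on the y axis. X-linked promoters (blue) and autosomal promoters (grey) with a high medium over low ratio both lay mostly above 0, and across the 1255 autosomal promoters Pearson's r was 0.455, where counts simulated with no genotype difference gave -0.079 to 0.058 in 20 draws. These draws hold no deviation shared by the promoters of a pool, so they cannot tell a genotype difference from a deviating pool.

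The depth set how small a genotype difference could be seen. The 95% interval of the log2 fold change lay between -1 and 1 for 1450 of 2880 promoters (50.3%) with summed eluates, and for 85.9% of the 732 promoters with a mean of 10 or more reads per library. In single eluates that share was 2.54% (high), 18.7% (medium) and 21.3% (low). On simulated counts of the same size, the summed test recovered 53 of 100 promoters changed 2-fold and 85 of 100 changed 4-fold among 2880. Across all 14604 promoters, Aicda-/- and Aicda+/+ pools correlated with Pearson's r = 0.812 and Spearman's rho = 0.863 on log2(mean CPM + 1) of summed eluates. Promoters are not independent replicates, so no p-value is attached. The 2 mixed groupings, each with one pool of either genotype on each side, gave r = 0.818 and 0.813. Replicates of one genotype gave 0.677 (Aicda-/-) and 0.741 (Aicda+/+), and 4 pools drawn from one common profile with counting noise only gave 0.851 for the genotype comparison. By Pearson's r the genotype comparison thus lay below both mixed groupings, and by Spearman's rho between them (0.865 and 0.859). Among the 2880 tested, r was 0.877 for the genotypes and 0.908 and 0.896 for the mixed groupings.

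The eluates of the same pools, compared with 4 libraries each, differed at many promoters. Of 1495 promoters, 840 differed between the medium and the low eluate (483 higher and 357 lower in medium), 327 between high and low (259 higher, 68 lower), and 222 between high and medium (123 higher, 99 lower; edgeR quasi-likelihood test). The promoters named next are those of widest gap among promoters past the threshold, changed alike in 4 pools and at or above the median log2 CPM. The widest gap between high and low was at 50432725 to 50433494 on chromosome 17, at 3410 ± 1460 CPM in the high, 1562 ± 492 in the medium and 87.9 ± 70.7 in the low eluate (SD, n = 4 libraries). That promoter was 64-fold higher in high than in low (log2 fold change 6.00, SE 0.30, edgeR adjusted p = 3.6e-83). Folds are from TMM-scaled counts of the tested promoters and CPM from all promoter reads, so their ratios differ. On chromosome X, the promoter at 34730959 to 34731748 was 56.6-fold higher in high than in low (log2 fold change 5.82, SE 0.35). In the other direction, the promoter at 8221629 to 8222068 on chromosome 9 was 4.62-fold lower in high than in low (log2 fold change -2.21, SE 0.60, edgeR adjusted p = 0.00192), and that at 125966196 to 125967085 on chromosome 8 was 4.41-fold lower in medium than in low (log2 fold change -2.14, SE 0.28, edgeR adjusted p = 4.3e-13). Within the same limits, high and medium were separated most at 165758013 to 165758652 on chromosome X (7.16-fold higher in high) and at 52490610 to 52491359 on chromosome 18 (4.83-fold lower). Scaling by library totals alone moved the median promoter from -0.04 to -0.49 (high against low) and from -0.02 to -0.41 (medium against low), and RLE size factors moved it to -0.15 and -0.20, so calls are relative to the typical promoter. That scaling gave 199 higher and 357 lower for high against low and 364 higher and 594 lower for medium against low, while RLE size factors gave 136 higher and 67 lower for high against medium. The split turned without the low-count filter, with 141 higher and 407 lower for high against low and 38 higher and 525 lower for high against medium. For high against medium the split had no stable direction: it also turned with library totals (112 higher, 129 lower), with DESeq2 over all promoters (33 and 162, but 65 and 7 over the 1495), without the high eluate library of Aicda+/+ replicate 1 (133 and 188), and without Aicda-/- replicate 1 (71 and 84), Aicda+/+ replicate 1 (94 and 139) or Aicda+/+ replicate 2 (67 and 72). For medium against low, RLE size factors gave 436 higher and 481 lower.

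X-linked promoters made up a large part of those higher in the high and medium eluates. CpG-rich promoters of the inactive X chromosome in female cells are a textbook case of dense promoter methylation, but the sex of these mice is not given in the sources used here. Of 240 X-linked promoters tested, 189 were higher and 6 lower in medium than in low (median log2 fold change 1.51, autosomal promoters -0.26), and 127 were higher and 0 lower in high than in low (1.31, autosomal -0.19). The set test called both (camera adjusted p = 1.2e-27 and 7.0e-27). With an estimated correlation the medium against low eluate call remained (adjusted p = 0.0478 with an estimated correlation) and the high against low eluate call did not (adjusted p = 0.0513 with an estimated correlation). Of these 2 set tests, only that of high against low had been planned. With the pool as a replicate block both calls held at unchanged means (1.16 and 1.09, camera adjusted p = 6.9e-28 and 5.5e-27), and neither did with the block and an estimated correlation together (adjusted p = 0.295 and 0.271 with an estimated correlation). For the high against medium eluate contrast, the X-linked set was not called (30 promoters higher, 14 lower, camera adjusted p = 0.937), except without the high eluate library of Aicda+/+ replicate 1 (mean log2 fold change -0.25, adjusted p = 0.0353; adjusted p = 0.666 with an estimated correlation). Of the 176 promoters higher in both high and medium than in low, 92 were X-linked, against 0 of the 37 that were highest in the low eluate and 240 of all 1495 tested. The count for high against low was 183 without Aicda-/- replicate 1, that for medium against low 491 without Aicda-/- replicate 2, and that for high against medium 83 without Aicda-/- replicate 2 and 139 without Aicda+/+ replicate 2.

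The share of promoter reads on chromosome X was lowest in the low eluate of every pool. It was 14.6% ± 1.56 in the medium, 11.1% ± 3.47 in the high and 6.87% ± 0.591 in the low eluate (SD, n = 4). Medium exceeded low in all 4 pools by 7.72 percentage points (exact permutation test, two-sided, p = 0.0286, the smallest this design allows; adjusted p = 0.0514 over 9 tests). With eluates paired within pools, the exact permutation p was 0.125, again the smallest possible. Medium lay above high in 3 of 4 pools, with high above medium in Aicda+/+ replicate 1 (exact permutation test, two-sided, p = 0.143). By genotype, the X share of the medium eluate was 15.8% ± 0.357 in Aicda-/- and 13.4% ± 1.05 in Aicda+/+ libraries, that of the low eluate 7.36% ± 0.0661 and 6.39% ± 0.325, and that of the high eluate 9.03% ± 1.24 and 13.2% ± 4.10 (SD, n = 2), where an exact permutation test of 2 against 2 pools cannot pass the threshold and no other test was run. The high eluate of Aicda+/+ replicate 1 had 16.1% (Wilson 95% interval 15.5% to 16.8%) and that of replicate 2 had 10.3% (9.98% to 10.7%). No library had a read in the 8 intervals on chromosome Y, which allows a share of up to 0.0224% in the smallest library and 0.00492% in the largest. These intervals and limits cover counting error only.

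**Figure D3:**
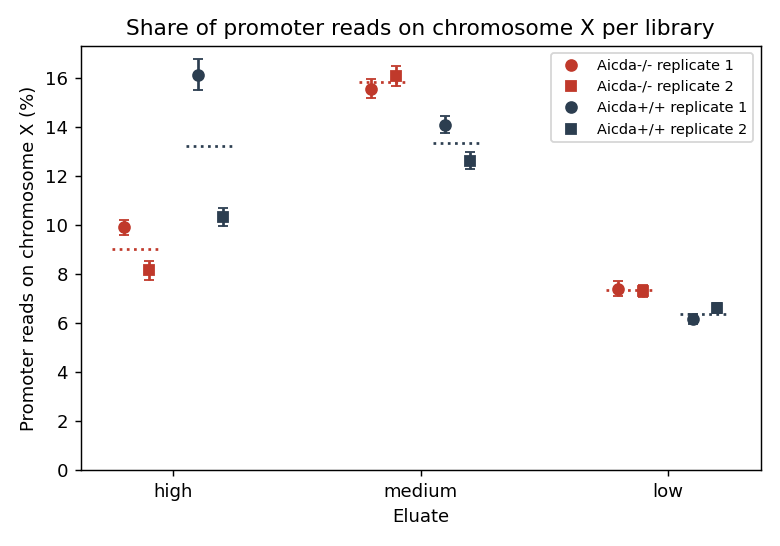
Percent of promoter reads on chromosome X in each of the 12 libraries, by eluate (x axis), with Wilson 95% intervals as bars and the mean of the 2 libraries of a group as a dotted line. In the medium eluate the Aicda-/- libraries lie at 15.6% and 16.1% and the Aicda+/+ libraries at 14.1% and 12.6%, and in the high eluate Aicda+/+ replicate 1 stands at 16.1%.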

Values the study reported

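The study reported that each MethylCap library of GC B cells came from pooled lymphocytes of at least 3 mice, and that the knockout strain had been backcrossed to C57BL/6 for 15 generations. It also reported that these mice were not congenic, since a CBA-derived region around Aicda on chromosome 6 had persisted through this backcrossing. The genotypes compared here thus differ in that region as well as in AID. By RNA-Seq of GC B cells it found 155 genes to differ in expression between the genotypes. It described the methylation load of promoters, exons, introns and intergenic regions as not distinguishable between the genotypes, and that of single transcription start sites as not different. It added that small differences in methylation could have been missed by the method.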

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

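The tests on the library that stands apart were chosen after its values were seen. Among 4 libraries of an eluate, chance sets about 1 in 20 such groups apart. With all libraries thinned to 13407 reads, the high eluate of Aicda+/+ replicate 1 had reads in 4972 promoters, where the other high eluates had 6548 to 6802, and the top 1% of promoters took 28.7% of its reads against 12.8% to 15.4%. The medium eluate of the same pool had 2.83% of its reads in promoters below the median (ranked in the other pools), against 6.77% to 7.36% in the other medium eluates. A swap of the high and medium eluates of this pool was argued against: the ratio of reads in promoters that were higher against lower in the high eluate of the other 3 pools was 2.09 (log2) in its medium eluate, just below the 2.25 to 2.61 of the other medium eluates, and 4.09 in its high eluate against 4.83 to 4.97. A candidate explanation is less background DNA in this pool. Promoters below the median took 7.78% of reads in its high eluate (15.3% to 17.5% in the others), and its medium and low eluates (5.74% against 7.01% to 8.87%) were also below every other pool. The shares of the high and medium eluates partly restate the values that set these libraries apart, so they are weak support. A difference between the pools of mice stays open, untested.

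The genotype difference of X-linked promoters differed between eluates as a set. It was lower in high than in low by -0.42 (log2, camera adjusted p = 6.5e-06; adjusted p = 0.517 with an estimated correlation), and higher in medium than in low by 0.25 (adjusted p = 9.1e-04; adjusted p = 0.598 with an estimated correlation). Without Aicda+/+ replicate 1 the first fell to -0.19 (adjusted p = 0.385), and without Aicda-/- replicate 2 or Aicda+/+ replicate 2 the second was 0.21 (adjusted p = 0.386) and 0.17 (adjusted p = 0.551).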

How the results depend on the processing

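Chosen after the data were seen were the settings with DESeq2 on the filtered promoters, without overlapping intervals, without the interval with most reads, with autosomal TMM, with medium and low eluates only and without the high eluate library that stands apart, chromosomes other than X, Y and 6 as sets, and the X-linked sets of single eluates and interactions with one pool left out. Depth was one limit: in single eluates the 95% intervals of most promoters reached beyond 1 on the log2 scale. For genotype over summed eluates, RLE, library totals, the edgeR exact test (3 promoters), autosomal TMM, no overlaps and dropping the interval with most reads stayed near the 2 calls. The count was 1 without the filter, 1 with eluates thinned to equal depth, 1 by voom and limma, 0 by DESeq2 over all promoters and 0 over the filtered ones, 77 with medium and low eluates only, and 0 to 28 leaving out one pool. The replicate numbers were not shown to pair pools of the 2 genotypes (correlations of deviations -0.06 to 0.04), and with them as a replicate block the summed count was 0 (229 at an unadjusted p below 0.05), with fold changes of -2.98 and 1.07 at the 2 promoters (adjusted p = 0.579 for both). The replicate block left the other counts within 1.5 times, and with the pool as a replicate block the eluate counts were 301, 174 and 799. In the medium eluate the count was 32 with RLE, 4 with library totals, 0 without the filter, 0 by DESeq2 on either set of promoters, 35 from its 4 libraries alone and 0 to 42 leaving out one pool. In the high eluate it was 1 with RLE, 1 with library totals, 1 without overlaps, 0 without the filter, 0 by DESeq2 on either set, 0 from its 4 libraries alone, 0 without the library that stands apart and 0 to 17 leaving out one pool. In the low eluate it was 1 from its 4 libraries alone. Library totals moved the median of all promoters by 0.12 for genotype in the high eluate and by 0.16 for the interaction of high against low. The cause was not tested for these changes or those below.

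High against low gave 556 with library totals, 548 without the filter and 183 to 311 leaving out one pool. High against medium gave 563 without the filter, 72 by DESeq2 on the filtered promoters and 83 to 233 leaving out one pool, and medium against low 559 by DESeq2 over all promoters and 491 to 797 leaving out one pool. The interaction for high against low gave 0 to 10 leaving out one pool. With an estimated correlation the set call of chromosome X stayed for medium against low (adjusted p = 0.0478), and these ended at unchanged means: 0.25 for summed genotype (adjusted p = 0.576), 1.09 for high against low (adjusted p = 0.0513), -0.29, 0.39 and 0.14 for genotype in the high, medium and low eluates (adjusted p = 0.524, 0.271 and 0.798), -0.42 and 0.25 for the interactions (adjusted p = 0.517 and 0.598). Without the library that stands apart, the high eluate mean was -0.15 (adjusted p = 0.541). Leaving out one pool, it ranged from -0.47 to -0.11, that of the low eluate from 0.042 to 0.18, that of the medium eluate from 0.35 to 0.38, and the interactions from -0.61 to -0.19 and 0.17 to 0.33. The summed mean stayed called at 0.18 to 0.32. The share of promoters with an interval within -1 to 1 was 7.70% without the filter, 85.9% at a mean of 10 or more reads and 38.2% below it. Pearson's r between genotypes was 0.690 on log2(CPM + 0.1), 0.877 over filtered promoters and 0.738 to 0.764 with one pool left out, where a single pool is noisier. Without overlapping intervals the X share of Aicda-/- libraries was 15.4% (medium) and 7.21% (low). With one pool left out, a lone pool is assumed to vary like the others. The 20 Mb and 10 Mb windows around Aicda, the gene lists and the CpG density were not run.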

Other observations

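The tests of read evenness, of male DNA, of simulated counts and of chromosome 6 below were chosen after the results were seen, and that of matched promoters after the X-linked shift was seen but before its own result. At 13407 reads, medium eluates had reads in the fewest promoters (4590 ± 540), before low eluates (5457 ± 216) and high eluates (6276 ± 877; SD, n = 4). High exceeded medium in all 4 pools and low in 3 (exact permutation test for high against medium, two-sided, p = 0.0286, adjusted p = 0.0514 over 9 tests, and 0.125 paired within pools). The top 1% of promoters took 21.8% ± 1.47 of reads in medium, 17.5% ± 7.52 in high and 12.4% ± 1.11 in low eluates, so by this measure low eluates were spread most, although high lay above low in only 2 of 4 pools. Promoters highest in the medium eluate numbered 81, of which 13 were X-linked, and 39 promoters, 0 of them X-linked, were lowest there.

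Autosomal promoters matched to the X-linked ones shifted by a median of 0.407 (log2), as much as the X-linked promoters, and in the medium eluate by 0.48 beside 0.44, where counts simulated with no genotype difference gave the matched promoters 0.15 (0.08 to 0.22 in 20 draws) in the sums and -0.08 to 0.07 in the medium eluate. Those draws hold no deviation shared by the promoters of a pool, so by themselves they leave a single deviating pool open. With any one pool left out, the X-linked median of the medium eluate stayed at 0.44 to 0.46. For X-linked promoters in that eluate, this argues against a single pool as the source. The matched promoters of that eluate were not examined with a pool left out. The shift could come from stronger capture, in the Aicda-/- pools, of DNA that is richer in the high and medium than in the low eluate. It could also come from a higher load at such promoters whatever their chromosome, and these data cannot separate them. Both leave open why the X-linked set was lower in the high eluate of Aicda-/- libraries (mean log2 fold change -0.29, and -0.15 without Aicda+/+ replicate 1). A smaller share of low eluate reads in the Aicda-/- sums may add to the shift, since the simulated counts gave all X-linked promoters a median of 0.14 in place of 0.28. Thinned to equal depth per eluate, the X-linked median was 0.155 (95% bootstrap interval 0.11 to 0.20) against 0.25 over all reads on the log2 CPM scale, and the edgeR fit of sums thinned once gave 0.21 against 0.28, so a main and a smaller role of the mix cannot be told apart, as the interval spans the midpoint between no shift and that over all reads. Male DNA in the Aicda+/+ pools as the main source was argued against, since it would lower X-linked promoters alone, and these exceeded their matched autosomal promoters by a median of 0.017 (95% bootstrap interval -0.036 to 0.076; -0.072 without Aicda-/- replicate 1 to 0.091 without Aicda-/- replicate 2). The bootstrap intervals resample promoters and leave out the spread between pools, which only the values with a pool left out reflect.

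What had been named beforehand for the strain background was a window around Aicda. That window was not run, so whether the promoters called by genotype lie in it was not tested. Both of these promoters lay on chromosome 6, the chromosome that carries Aicda. Whether chance placed them there stays open: Fisher's exact p was 0.00295, but both promoters passed the threshold in 6 of 17 other settings. A wide lost or unmapped segment was argued against, as the 6 tested promoters within 1 Mb of the lower one had a median log2 fold change of 0.080 (-0.64 to 0.23). Sequence from another strain on chromosome 6 may contribute. Of its tested promoters, 15.9% had an unadjusted p below 0.05 against 10.4% elsewhere (Fisher's exact p = 0.0337, odds ratio 1.63, 95% interval 1.002 to 2.57). That share includes the 2 called promoters that raised the question, and the test was not run without them or with eluates thinned to equal depth. It thus partly restates the calls and is weak support. The promoters below 0.05 were spread along the chromosome, with 12 of 74 at or beyond 110 Mb, where both calls lie, and 13 of 83 before it. The share was much the same in both parts. The split was not set from the region the study reported, which it gave in chromosome bands, and the counts are few. They thus cannot decide on a strain segment. A role of strain sequence remains a hypothesis.

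The 8 libraries of each eluate contrast were also split in other ways. Over all 35 splits, which had been set as the test beforehand, the real one gave the most promoters in each contrast, but these splits ignore that eluates of a pool share their DNA. Of the 8 splits that part every pool, 1, the real one, gave as many promoters: 186 for high against low, where the highest of the others gave 0, 83 for high against medium, where it gave 1, and 574 for medium against low, where it gave 0. These 8 splits are too few for a share under 0.05.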
